A study of Mus musculus with 3072 samples.

How the data were processed

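Bone marrow of 8 C57BL/6 mice carrying transplanted barcoded stem cells was profiled by single-cell RNA sequencing. Per the labels' protocols, marrow cells were obtained by crushing, stained with antibodies, sorted by flow cytometry as single cells into lysis buffer, frozen, and made into Smart-seq2 libraries with the Nextera kit. Smart-seq2 amplifies whole transcripts and carries no molecular identifiers, so its counts are reads after amplification. The aligner, the counting program, the genome build and the annotation behind the counts are not given in the sources used here. Of the 8 mice, 4 were labelled control and were sampled at week 32 after transplantation, and 4 were labelled platelet-depleted and were sampled at week 28. The labels name the sorted populations HSC, CFU and MkP without spelling the names out. Each mouse gave 96 HSC, 96 CFU and 192 MkP wells, which makes 3072 samples of 1 well each. The code that opens each sample title was taken to name the mouse, which the labels do not say in words. The mouse so defined was the replicate throughout, and every n of 4 mice rests on it. Treatment, week and experiment code coincided in all 8 mice, so no term in a model separated them.

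The deposited matrix holds raw counts per gene, with 55401 gene rows and 3070 columns of single wells. A test of the whole matrix found 0 values that were negative or not whole. Of its columns, 3069 matched a sample title and 1 matched none and was not used. A gene is identified there by its symbol, and 107 symbols stand on more than 1 row. Counts of such rows were added together. Of the symbols, 96.4% were found in the GENCODE M21 mouse annotation, which served for transcript length and GC content only. No coordinates are given, because the build behind the counts is not known. Genes with near-identical copies, such as the alpha globins and the ribosomal protein genes with their pseudogenes, are uncertain one by one, because the counting could split or share their reads. The same holds for overlapping and antisense genes, since no strand rule is stated.

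The authors also deposited a table of 2860 wells, of which 1 matched no sample and was not used. Per the file headers it gives, for each well, the total count, the number of genes, the number of reads of the clonal barcode, a barcode call of present or absent, and a score of barcode diversity, the Shannon index. The deposited barcode number per cell is a count equal to the exponential of that index rounded to a whole number, with 0 mismatches in 2318 barcoded wells. It is called the effective number of barcodes here. The identity of a cell's barcodes was not used here, so distinct barcodes, clone sizes and sharing of barcodes between populations were not analysed here.

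A well was kept when it held at least 20000 counts in genes and 1000 genes with a count and at most 20% of counts from mitochondrially encoded genes. This left 2668 wells and removed 401, of which 0 failed by the mitochondrial limit alone. Kept wells held 24105 to 6910788 counts with a median of 1718305, and wells under the filter had a median of 2700. Totals cover gene counts alone. No doublet caller was run. Per the protocols cells were sorted singly, and whether each kept well held 1 cell was not settled. Wells of over 10000 genes were kept, and an alternative left them out by using the wells of the authors' table alone. No pair of kept wells had equal totals and gene numbers, so no well was counted as a repeat of another.

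Raw counts were summed over the kept cells of each mouse and population, which gave 24 sums of 68792249 to 327869432 counts. Differential expression was tested on these sums with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and the default expression filter. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Depleted against control was fitted within each population, 4 sums against 4. Populations were compared in a fit of all 24 sums with treatment as a covariate. Differences between populations in the treatment effect were tested as interaction terms over the 6 groups. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM values of genes are taken after TMM scaling, except that a range over single mice and the values of Gm15915, Ublcp1 and Tmem154 are CPM of each mouse's whole sum. Log2 CPM values use a prior count of 2. Gene sets were tested with fry of limma 3.58.1 on the same fits, two-sided, over 10 sets and 3 populations together. The sets were platelet/megakaryocyte, HSC, erythroid, myeloid, S phase, G2/M, interferon response, immediate early and heat shock, cytosolic ribosomal protein and mitochondrially encoded genes. DESeq2 1.42.0 with its size factors and Wald test was an alternative. Values per mouse were compared by an exact two-sided permutation test of 4 against 4 mice. It has 70 labelings and cannot give a p under 0.0286.

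Shares of cells with a count of a gene were taken after each kept cell was thinned at random to 20000 counts, which left out 0 kept cells. Thinning to 100000 counts kept 2656 cells. Cells were also scored for 8 marker lists, for HSC, megakaryocyte, erythroid, myeloid, neutrophil, B cell, lymphoid progenitor and mast and basophil genes. A cell held a list when at least 5 of its 6 to 8 genes had a count after thinning to 20000, a minimum not among the choices fixed in advance. Confidence intervals of shares are 95% Wilson intervals, and the upper limit for a share of 0 is 3 of the total. Both cover counting error only. Other software was Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.

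The groups, the tests, the cell filter, the gene sets, the marker lists and the rule for naming genes were fixed before the data were examined. For a comparison of 2 groups, the rule took called genes whose mouse values did not overlap between the groups and whose mean log2 CPM was above 3. Of these it named the 4 with the largest positive and the 4 with the largest negative log2 fold change. For interactions it named up to 3 called genes each way with the smallest adjusted p. Of a list of 8 genes that were always to be named, Vwf, Itga2b, Pf4, Procr, Klf1, Mpo and Mki67 are given, and 1 is not reported here but counts in the adjustment over the list. Xist, Ddx3y, Eif2s3y, Kdm5d and Uty served to check sex. The alternatives fixed at that time were lenient and strict cell filters, thinned cells, no low-count filter, DESeq2, other samples in the fit, the mouse as a block, other set tests and each mouse left out in turn. Those chosen after seeing the data were the wells of the authors' table, genes of at least 8 CPM, removal of trends on GC content and transcript length, plates without row H and column 12, and barcoded shares in cells of at least 1000000 counts. The lenient filter asked for 5000 counts and 500 genes, and the strict filter for 100000 counts and 2000 genes.

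The fits were tested on simulated counts with 200 genes changed by 2-fold to 8-fold. For depleted against control, edgeR recovered 71.0% of them over 17152 genes in HSC, 87.0% over 15667 in CFU and 87.5% over 18521 in MkP. The share of its calls that were false was 6.58%, 2.79% and 1.13%. DESeq2 recovered 82.5%, 96.0% and 96.0% on the same simulated sums, with 30.4%, 29.7% and 29.2% of its calls false. Over 20862 genes, edgeR recovered 92.5% for MkP against HSC, 90.5% for CFU against HSC and 85.5% for CFU against MkP. For the interactions it recovered 62.0% for MkP against HSC, 60.0% for CFU against HSC and 56.0% for CFU against MkP.

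The 3 populations of a mouse come from the same animal, so the mouse code pairs sums across populations. As a check, deviations of a mouse's sums from their group means were correlated over genes between populations. The correlations were all positive. They ran from 0.0235, for HSC and CFU of control mouse 3, to 0.294, for HSC and MkP of control mouse 2.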

Results

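Gene expression and clonal barcodes were measured in single bone marrow cells of 8 mice, 4 control and 4 platelet-depleted, in sorted populations labelled HSC, CFU and MkP. The design asks how the populations differ in expression, and whether acute loss of platelets changes expression or barcode content within each of them. Of 3069 wells with counts, 2668 passed the cell filter, 1272 of 1536 from control and 1396 of 1533 from depleted mice. These were 328 control and 369 depleted HSC, 300 control and 347 depleted CFU, and 644 control and 680 depleted MkP. Summed per mouse, HSC held 68792249 to 163711561 counts, CFU 142259804 to 238230656 and MkP 215705409 to 327869432. Control mice were sampled at week 32 and depleted mice at week 28, in separate experiments. No week held mice of both treatments, so treatment and experiment cannot be told apart in any comparison of depleted with control mice. Xist stood at 146 to 847 CPM in every sum. Of the Y-linked genes, Ddx3y and Eif2s3y had 0 counts, Kdm5d at most 2 and Uty at most 4 in any sum.

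The share of wells passing the filter was higher in depleted mice. In HSC it was 85.4% ± 3.61 in control and 96.1% ± 2.99 in depleted mice (SD, n = 4 each), a difference of 10.7 percentage points (exact permutation p = 0.0286, adjusted p = 0.0429 over 3 tests). In CFU it was 78.1% ± 3.07 against 90.8% ± 4.81, a difference of 12.7 points with the same exact p and adjusted p. In both populations every depleted mouse lay above every control mouse. In MkP the difference of 4.80 points, 83.9% ± 2.21 against 88.7% ± 5.06, was not past the threshold (exact permutation p = 0.114). The lenient filter moved these results most, to 3.13 points in HSC (exact permutation, adjusted p = 0.471) and 6.70 points in CFU (adjusted p = 0.343). Adjusted p over all alternatives ran from 0.0429 to 0.471 in HSC, to 0.343 in CFU and to 0.971 in MkP. Wells in row H or column 12 fell under the filter in 166 of 304 control wells (54.6%) and 93 of 303 depleted wells (30.7%). Elsewhere on the plates the share was 7.95% in control and 3.58% in depleted mice.

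The marker lists separated the sorted populations to different degrees. Of 647 CFU cells, 622 held the erythroid list, against 57 of 1324 MkP and 3 of 697 HSC. The megakaryocyte list was held by 918 of 1324 MkP, 87 HSC and 1 CFU cell, and the HSC list by 283 of 697 HSC, 7 MkP and 0 CFU cells, the last allowing a share of up to 0.464%. The myeloid list was held by 8 CFU, 1 MkP and 0 HSC cells, the neutrophil list by 3 CFU, 1 MkP and 1 HSC, and the B cell list by 3 CFU, 2 MkP and 0 HSC. The mast and basophil list was held by 4 MkP cells and by 0 HSC and 0 CFU cells. The lymphoid progenitor list was held by 0 cells of any population. A count of 0 allows a share of up to 0.43% in HSC, 0.464% in CFU and 0.227% in MkP.

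Between populations, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was run on 20862 genes. MkP against HSC gave 6243 genes, 3505 higher and 2738 lower in MkP, a balance that turned by DESeq2 (3149 and 3598) and was near even in the fit of these populations alone (3201 and 3211) and with thinned cells (2683 and 2691). CFU against HSC gave 13248, 5780 higher and 7468 lower in CFU, and CFU against MkP gave 11131, 4642 higher and 6489 lower in CFU. Requiring a mean of at least 8 CPM moved these counts most, to 4775, 7691 and 6984 of 9443 genes. In MkP the largest rises over HSC by the naming rule were Il1rl1 (log2 fold change 7.37, SE 0.34, adjusted p = 8.52e-13), Ctsg (7.09), St8sia6 (6.85) and Gna14 (6.39). Il1rl1 stood at 6.09 CPM in MkP and 0.0346 in HSC. Ctsg varied widely between the MkP sums, at 8.25 ± 14.4 CPM (SD, n = 8), and its log2 fold change had an SE of 1.81. The largest falls were Gbp4 (-8.27, SE 0.94, adjusted p = 4.91e-07), Procr (-6.95), Efna1 (-6.92) and Sult1a1 (-6.90), with Procr at 1.30 CPM in MkP and 159 in HSC. Each of these genes separated all 8 MkP sums from all 8 HSC sums.

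CFU exceeded HSC most in Nags (11.76), Pdia2 (11.61), Sh3tc2 (11.38) and Trim10 (10.69), and fell below it most in Gm29946 (-12.38), Efna1 (-12.33), F830016B08Rik (-12.05) and Klhl4 (-11.92). Against MkP, CFU was higher most in Sh3tc2 (9.98), Btnl10 (9.23), Dmtn (9.15) and Tlcd4 (8.19) and lower most in Slc35d3 (-10.73), Robo3 (-10.42), Lhfp (-10.10) and Cavin2 (-9.97). Each of these genes separated 8 sums from 8, and the highest edgeR adjusted p among them was 3.77e-07, for Nags. In the lower population their means were 0.378 CPM, for Tlcd4, or less.

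Of the 7 genes reported from the list fixed in advance, 6 were called for MkP against HSC and 7 for each comparison with CFU, and the counts adjusted over the list alone were the same. Pf4 averaged 2085 CPM in MkP, 193 in HSC and 4.23 in CFU, and Itga2b 1271, 208 and 4.64. Klf1 averaged 853 CPM in CFU, 66.4 in MkP and 5.98 in HSC. Vwf did not differ between MkP and HSC (log2 fold change 0.37, SE 0.25, edgeR adjusted p = 0.302, with 0.0814 to 0.618 over the alternatives). Mpo was higher in MkP than HSC (4.82, adjusted p = 0.0168) and in CFU than MkP (3.23, adjusted p = 0.0491), and 98.9% of its counts in CFU lay in the cells that held the myeloid list. In MkP, Mpo stood at 227 CPM in control mouse 2 and at 8.18 to 45.3 CPM in the other mice, so its MkP mean leans on this mouse. Every MkP value lay above the highest HSC value, 4.84 CPM. With the mouse as a block the Mpo calls for MkP against HSC and CFU against MkP were lost, at adjusted p of 0.0623 and 0.171. Over the alternatives the Mpo adjusted p ran from 2.69e-04 to 0.0623 and from 2.6e-04 to 0.171.

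**Figure D1:**
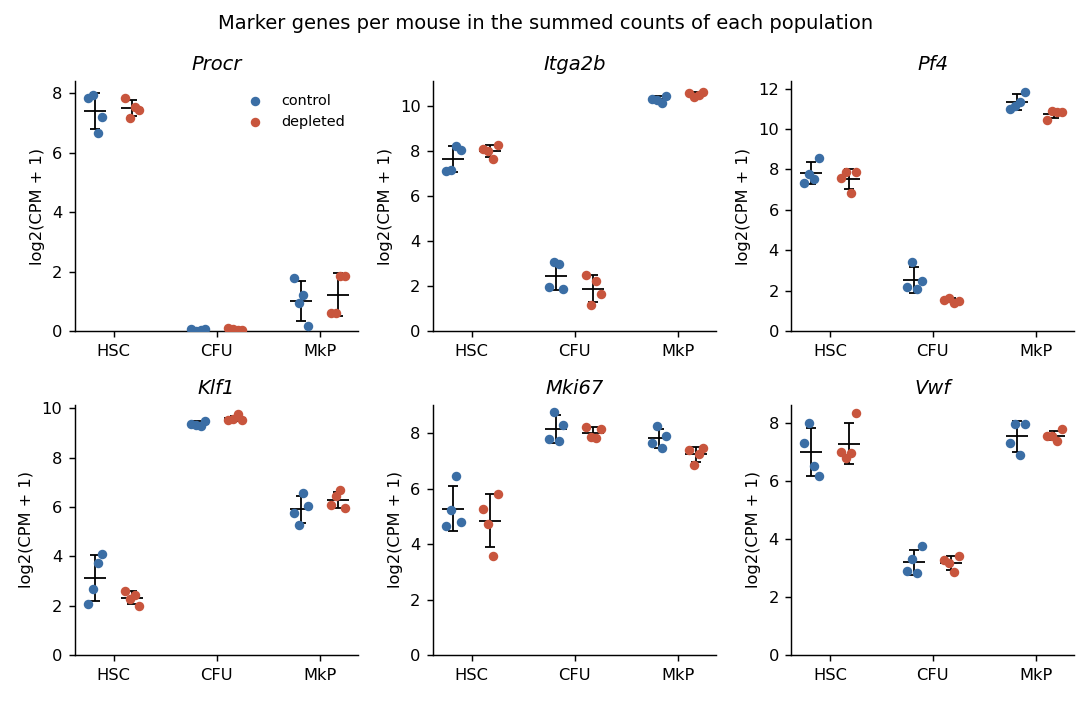
Expression of Procr, Itga2b, Pf4, Klf1, Mki67 and Vwf as log2(CPM + 1) of the summed counts in HSC, CFU and MkP, 1 point per mouse, with black bars for the mean ± SD of 4 control or 4 depleted mice. Averaged over all 8 mice after TMM scaling, Pf4 is at 2085 CPM in MkP and 4.23 in CFU, and Klf1 at 853 in CFU and 5.98 in HSC.

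Within HSC, depleted against control gave 0 called genes of 17152 by edgeR, with 1467 at an unadjusted p under 0.05 and 269 called by DESeq2. CFU gave 0 of 15667, with 1860 at an unadjusted p under 0.05 and 467 by DESeq2. MkP gave 2 of 18521, with 2532 at an unadjusted p under 0.05 and 969 by DESeq2. DESeq2 was the alternative that moved these counts most. On simulated sums 30.4% of its calls were false in HSC, 29.7% in CFU and 29.2% in MkP.

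Fam126a was higher in depleted MkP, at 52.5 ± 4.70 against 25.5 ± 1.87 CPM (SD, n = 4 each; log2 fold change 1.06, SE 0.10, edgeR adjusted p = 0.0227), in 4 of 4 depleted mice over every control mouse. Its adjusted p ran from 8e-19 to 0.205 over the alternatives. It was above 0.05 when any 1 of the 8 mice was left out (0.055 to 0.205), in the fit of all groups (0.172) and with GC and length trends removed (0.107). Tmem154, named after its values were seen because its mean expression lies under the naming rule, was lower in depleted MkP (log2 fold change -7.93, SE 0.76, edgeR adjusted p = 0.0227). Its counts were 336 to 837 in the 4 control sums and 2 to 6 in the 4 depleted sums, and 36 of 644 control cells and 9 of 680 depleted cells had a count. At such counts the fitted fold change depends on the prior count.

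**Figure D2:**
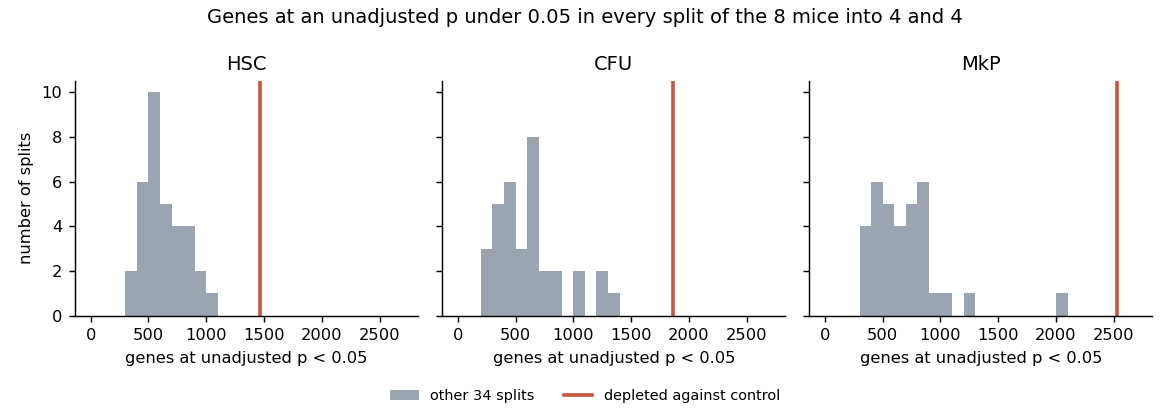
Histograms of the number of genes at an unadjusted p under 0.05 by edgeR over the other 34 splits of the 8 mice into 4 and 4, in HSC, CFU and MkP, with a vertical line for the split by treatment. The line stands at 1467, 1860 and 2532 genes, and the other splits reach at most 1043, 1392 and 2054.

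Of these 7 fixed genes, 7 were tested in HSC and in MkP and 6 in CFU, where Procr was too low, and 0 were called over all genes in any population by edgeR. Adjusted over the list alone, 0 were called in HSC, 1 in CFU and 2 in MkP. Pf4 was lower in depleted CFU (-1.50, SE 0.39, p = 0.0038, edgeR adjusted p = 0.279 over all genes and 0.0266 over the list). In MkP it was 1613 ± 240 against 2556 ± 692 CPM (SD, n = 4 each; -0.65, SE 0.18, edgeR adjusted p = 0.197, and 0.0213 over the list). Mki67 in MkP was 140 ± 23.8 against 223 ± 51.5 CPM (-0.65, SE 0.17, edgeR adjusted p = 0.190, and 0.0213 over the list). The adjusted p over all genes ran over the alternatives from 0.0106 to 0.448 for Pf4 in CFU, from 0.00651 to 0.910 for Pf4 in MkP and from 0.00532 to 0.634 for Mki67 in MkP. Vwf did not differ past the threshold in HSC (0.15, adjusted p = 0.964), CFU (-0.09, 0.940) or MkP (-0.08, 0.913).

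Whether the treatment effect differed between populations was tested as an interaction over 20862 genes. For MkP against HSC edgeR called 3 genes, with 1261 at an unadjusted p under 0.05 and 320 called by DESeq2. CFU against HSC gave 0 (1888 unadjusted, 592 by DESeq2) and CFU against MkP gave 0 (1230 unadjusted, 460 by DESeq2). The called genes were Gm15915 (3.10, SE 0.51), Ublcp1 (-1.87, SE 0.29) and Tmem154 (-8.10, SE 1.33), each at an edgeR adjusted p of 0.0373. With the mouse as a block 0 were called, and all 3 stood at an adjusted p of 0.196. Gm15915 averaged 5.23 CPM in control and 0.730 in depleted HSC. In MkP it ranged over 21.3 to 41.6 CPM in control and 24.9 to 49.3 in depleted mice. Ublcp1 averaged 6.36 and 17.9 CPM in HSC and 8.90 and 6.77 in MkP. Tmem154 averaged 27.2 and 33.1 CPM in HSC and 2.55 and 0.0105 in MkP. Their adjusted p ran over the alternatives from 2.53e-07 to 0.637 for Gm15915, from 8.71e-08 to 0.324 for Ublcp1 and from 3.36e-09 to 0.358 for Tmem154. Of the 7 fixed genes 0 were called over all genes in any interaction by edgeR. Adjusted over the list alone, Klf1 was called for MkP against HSC and for CFU against HSC.

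Of 30 tests of gene sets by fry, 2 were past the threshold. Interferon response genes were higher in depleted MkP, at a mean log2 CPM of 3.91 ± 0.15 against 3.33 ± 0.18 (SD, n = 4 each), a difference of 0.59 (limma's fry, adjusted p = 0.00108), with 20 of 22 genes higher. Cytosolic ribosomal protein genes were lower in depleted HSC, at 8.82 ± 0.12 against 9.19 ± 0.06, a difference of -0.37 (limma's fry, adjusted p = 0.00934), with 87 of 90 genes lower. In each of these sets every depleted mouse lay apart from every control mouse. Over all genes edgeR called 0 genes of either set, and adjusted over the list alone it called 6 of the interferon set in MkP and 58 of the ribosomal set in HSC, with single ribosomal genes uncertain because of near-identical copies. At an unadjusted p under 0.05 there were 8 and 63. Adjusted over the list alone, ribosomal genes also gave 28 calls in CFU and 51 in MkP, where the set was not called. The number of called sets moved most without control mouse 2, to 4. Exact permutation called 0, but it could call a set only if 18 of the 30 had its lowest possible p. The ribosomal difference moved most with trends on GC content and transcript length removed, to -0.12 (adjusted p = 0.492). The interferon difference moved most with thinned cells, to 0.35 (adjusted p = 0.0410). Over the alternatives the adjusted p ran from 9.27e-04 to 0.171 for the interferon set and from 0.00729 to 0.492 for the ribosomal set. By camera with an estimated correlation 1 set was called, the interferon set, at an adjusted p of 0.0214.

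The other 28 tests failed the adjustment. G2/M genes in MkP differed by -0.41 with 20 of 20 genes lower (fry adjusted p = 0.0846, and 0.0280 to 0.283 over the alternatives), and 13 of them were called when adjusted over the list alone, against 0 over all genes by edgeR. The platelet/megakaryocyte set differed by -0.17 in HSC (adjusted p = 0.869), -0.52 in CFU (adjusted p = 0.356) and -0.10 in MkP (adjusted p = 0.790), and the difference changed sign in HSC without depleted mouse 3, to 0.02, in CFU with thinned cells, to 0.14, and in MkP without control mouse 4, to 0.01. In MkP its median gene was at 0.05, of the opposite sign to its mean, and in HSC its median gene was at 0.04. Erythroid genes differed by 0.57 in MkP (0.172; 0.29 to 1.04 without 1 mouse), HSC-list genes by 0.33 (0.200; 0.20 to 0.45 without 1 mouse), myeloid genes by -1.04 (0.251) and mitochondrially encoded genes by -0.39 (0.228). None of the 30 interaction tests of sets was past the threshold by fry. Their lowest adjusted p was 0.610, and the interferon set stood at 0.747 for MkP against HSC and 0.989 for CFU against MkP.

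**Figure D3:**
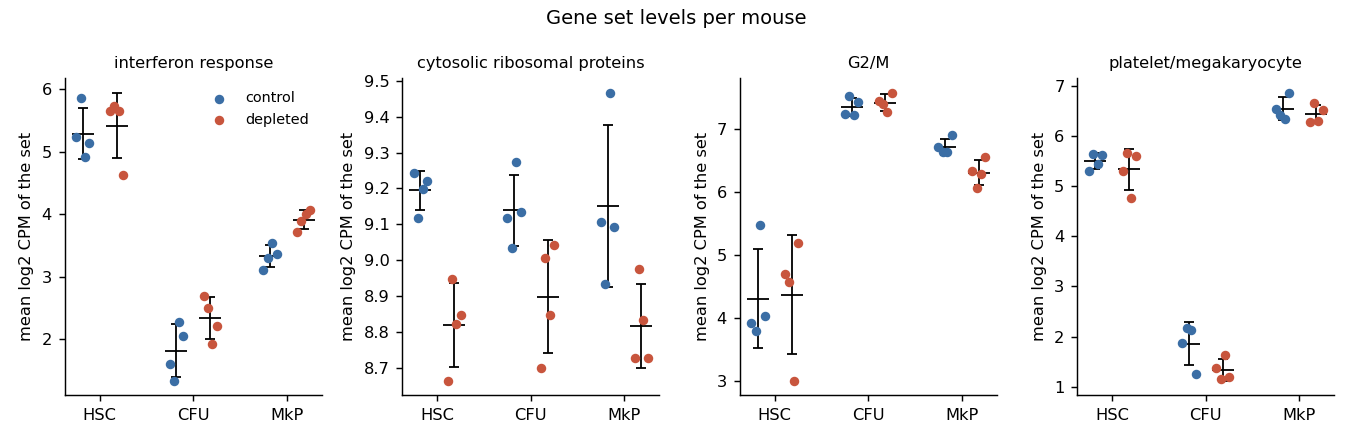
Mean log2 CPM of the genes of the interferon response, cytosolic ribosomal protein, G2/M and platelet/megakaryocyte sets in HSC, CFU and MkP, 1 point per mouse, with black bars for the mean ± SD of 4 control or 4 depleted mice. Interferon response genes in MkP are at 3.33 ± 0.18 in control and 3.91 ± 0.15 in depleted mice, and ribosomal protein genes in HSC at 9.19 ± 0.06 and 8.82 ± 0.12.

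Across genes, which are not independent replicates, log2 fold changes of depleted against control correlated between populations. Spearman's rho was 0.342 between HSC and CFU over 14428 genes, 0.390 between HSC and MkP over 16483 and 0.429 between CFU and MkP over 15159. The same mice give all populations, so other splits of the mice set the level without the labelled contrast: they gave 0.0207 to 0.302, -0.00231 to 0.354 and 0.0493 to 0.375. Pearson's r was 0.275, 0.269 and 0.333, and without depleted mouse 1 the rho of HSC and CFU was also 0.275. With thinned cells r lay above rho in each pair, reaching 0.412 against 0.395 for HSC and MkP and 0.438 against 0.401 for CFU and MkP.

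Shares of cells with a count of Vwf, Itga2b, Pf4 and Mki67 were compared in cells thinned to 20000 counts, and none of the 12 tests passed the adjustment, which would take 7 of them at the lowest possible exact permutation p. The share with Pf4 fell from 81.4% ± 5.64 in control to 69.4% ± 4.39 in depleted MkP and from 9.76% ± 3.88 to 3.47% ± 1.68 in CFU. The share with Mki67 in MkP was 49.2% ± 6.48 and 35.5% ± 5.55 (SD, n = 4 each). Each of these had an exact permutation p of 0.0286 and an adjusted p of 0.114. In all 3 every depleted mouse lay below every control mouse. The Pf4 difference in CFU was -6.29 points and moved most with thinning to 100000 counts, to -22.4 points (37.8% of control and 15.4% of depleted cells; exact permutation, adjusted p = 0.114). Without thinning it was -15.8 points (92.3% and 76.5%). Thinning to 100000 counts left out 5 control and 1 depleted HSC, 1 control and 0 depleted CFU, and 3 control and 2 depleted MkP.

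The share of cells with a barcode was 85.4% in control and 89.7% in depleted HSC, 91.8% and 91.6% in CFU, and 90.9% and 87.1% in MkP. The exact permutation tests gave adjusted p of 0.514, 1 and 0.514. With no cell filter, which moved this most, the differences were 13.2 points in HSC and 13.4 in CFU (exact permutation, adjusted p = 0.0429 each) and 1.38 in MkP (0.8). Of 264 cells of the authors' table under the filter, 1 was barcoded.

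The mean Shannon index of barcoded cells was 0.379 in control and 0.158 in depleted HSC, 0.460 and 0.181 in CFU, and 0.527 and 0.187 in MkP (exact permutation p = 0.286, 0.171 and 0.257, adjusted p = 0.343 each). Control mice ranged widely: over all populations they had means of 0.609, 0.339, 0.946 and 0.00142, against 0.147, 0.255, 0.178 and 0.131 in depleted mice. Without control mouse 4 the differences were -0.347, -0.430 and -0.515, past the threshold by exact permutation with an adjusted p of 0.0343. The adjusted p over the alternatives ran from 0.0343 to 0.72. Of 297 barcoded cells of control mouse 4, 0 had over 1 effective barcode, which allows a share of up to 1.01%.

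**Figure D4:**
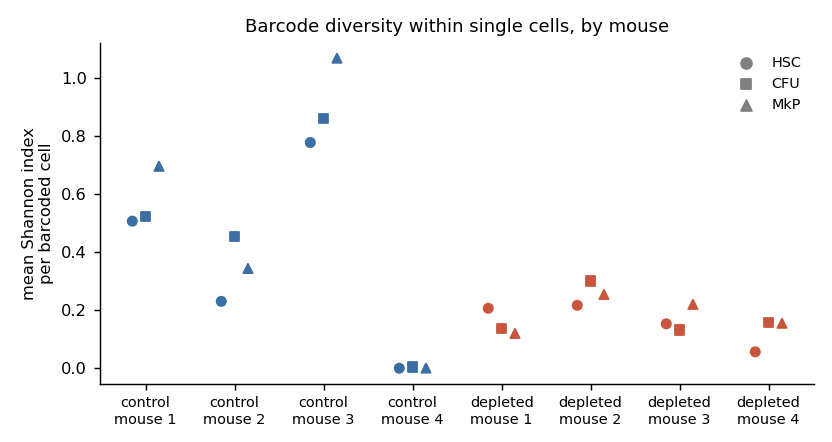
Mean Shannon index per barcoded cell of each mouse, control and depleted along the horizontal axis, with circles for HSC, squares for CFU and triangles for MkP. Over all populations the control mice have means of 0.00142 to 0.946 and the depleted mice of 0.131 to 0.255.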

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

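Of the tests below, those of stray HSC, of a mislabelled sample, of shallower cells and of other splits of the mice for depleted against control in MkP were chosen only after the result was seen.

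In 162 groups of 4 mice, 15 had 1 mouse whose gap to the others exceeded Dixon's critical value, where chance marks about 1 group in 20. No biological explanation was tested for these single mice, since the mice of a group share a treatment. Control mouse 2 stood apart most often. Its mitochondrial share was 3.10% in CFU, against 3.72% to 3.83% in the other control mice, and its mitochondrially encoded set was at a mean log2 CPM of 7.92 in CFU (others 8.31 to 8.33) and 7.70 in MkP (others 8.11 to 8.18). Its Procr was at 0 CPM in CFU (others 0.0406 to 0.0436), a level of a few counts, and its Mpo at 227 CPM in MkP, above the other control mice. In HSC, control mouse 1 had a median of 5701 genes per cell (others 6732 to 6809), control mouse 3 a G2/M set at 5.47 (others 3.79 to 4.02), and control mouse 4 Mpo at 2.75 CPM (others 0.363 to 0.487). The immediate early and heat shock set of control mouse 3 was at 5.14 in CFU (others 4.89).

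Among depleted mice, mouse 3 had 91.7% of HSC wells passing (others 96.9% to 97.9%) and Klf1 at 866 CPM in CFU (others 728 to 748). Mouse 4 had the interferon response set at 4.63 in HSC (others 5.64 to 5.74), Vwf at 329 CPM in HSC (others 112 to 129) and Mpo at 45.3 CPM in MkP (others 8.18 to 13.5). Mouse 2 had a mean Shannon index of 0.301 in CFU (others 0.132 to 0.157). The cause of these values was not tested.

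The authors' table calls 93 CFU wells of control mouse 2 MkP. A mislabelled sample would put Pf4 at the MkP level, and in these wells it was 11.9 CPM, against 1.67 to 4.51 in the CFU of other mice and 1415 to 3687 in MkP. Klf1 was 645 CPM, within the CFU range of 627 to 866 and above the MkP of this mouse (37.9) and of the others (52.4 to 102). The values argue against MkP cells in these wells, and the sample labels were kept. Why Pf4 lay above the other CFU sums stays open.

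Gm15915 (3.10), Ublcp1 (-1.87) and Tmem154 (-8.10) differed in their treatment effect between MkP and HSC by the edgeR interaction test. Chance cannot be excluded for the number of such genes: 5 of the 35 splits of the mice, the labelled one included, gave at least 3 calls, and another split gave 11. For the interactions of CFU with HSC and with MkP, where 0 genes were called (1888 and 1230 at an unadjusted p under 0.05, 592 and 460 by DESeq2), 35 of 35 splits gave as many, which any split does at a count of 0 and which decides nothing about chance. Platelet depletion and the experiment both stay open for the 3 genes, since no week held mice of both treatments.

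For Tmem154 the fall in depleted MkP was weighed against 2 technical explanations. Stray HSC among the control MkP wells would bring their other genes in the same share. Of the genes with at least 50 CPM in control HSC, 3 (Procr, Gbp4 and Sult1a1) stood under 1% of that level in depleted MkP, and all 3 stayed below 0.5 of the level needed in each of the 4 control mice. The highest median over the mice was 0.177 of that level, which argues against stray HSC, with few genes to judge by. Earlier tests with HSC-list genes were set aside: their difference between treatments lay within its spread, and MkP hold most of these genes themselves. A single cell in each mouse carrying the counts is argued against by control mice 1, 3 and 4, where 1 cell held 38.1%, 32.7% and 35.8% of them, but in control mouse 2 a single cell held 97.3%. The count of called genes in MkP was reached by 1 of 35 splits. A difference between the experiments stays open, as does an effect of platelet depletion.

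Cells of depleted mice held fewer genes, with a median of 5571 against 6509 in HSC, 7942 against 8408 in CFU and 5926 against 6894 in MkP. None of these differences passed the adjustment (exact permutation, adjusted p = 0.107 each over 15 tests), which would take 9 tests at the lowest possible p. At 20000 counts per cell the medians were 3301 against 3586 in HSC, 4340 against 4265 in CFU, the other way, and 3596 against 3852 in MkP. The mean over mice of the median total was higher in depleted mice, by 8070 counts in HSC, 144920 in CFU and 283400 in MkP. These totals differ by no more than their spread between mice (exact permutation, adjusted p = 0.971, 0.551 and 0.214). Shallower cells therefore cannot be told apart as a cause in HSC and CFU. In MkP, control mice 1, 3 and 4 had lower median totals (1191700 to 1549700) than every depleted mouse (1696700 to 1843000). They still held more genes, 6557 to 7075 against at most 6181.5, which argues against shallower cells in MkP. Control mouse 2 had a higher total, 1871100, and 7171.5 genes.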

How the results depend on the processing

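Of the alternatives below, the wells of the authors' table, genes of at least 8 CPM, the removal of GC and length trends, plates without row H and column 12, and cells of at least 1000000 counts were chosen only after the result was seen.

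The number of genes called for depleted against control depended on the setting. DESeq2 called 269 in HSC, 467 in CFU and 969 in MkP. Thinning every cell to 20000 counts gave 43, 27 and 56 over 10523, 8378 and 10917 genes, and a mean of at least 8 CPM gave 6, 46 and 154 over 9885, 7899 and 9219 genes, so fewer genes were tested in both. One fit of all 6 groups gave 47, 51 and 1, and removing GC and length trends left 1 in MkP. The lenient and strict filters, the authors' table and no low-count filter kept 0, 0 and the same 2 genes. Leaving out a mouse gave 0 in HSC and CFU and 0 to 1 in MkP. The 1 gene was Tmem154, without control mouse 2. Both edgeR calls in MkP were among those of DESeq2. Other causes were not tested.

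Between populations, CFU against HSC fell to 8748 with thinned cells and 7691 with at least 8 CPM, and CFU against MkP to 6984 with at least 8 CPM, with fewer genes tested. No other setting moved these counts by over 1.5 times.

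The mouse pairs the populations, so the mouse was also fitted as a block. The interaction of MkP against HSC then gave 0 genes in place of 3, and the Mpo differences lost their calls at 4.55 for MkP against HSC and 3.33 for CFU against MkP. No other call of a named gene changed with the block. Of the genes called between populations it kept 5808 of 6243 for MkP against HSC, 12556 of 13248 for CFU against HSC and 10607 of 11131 for CFU against MkP, and called 6498, 13158 and 11297 in all. The interaction tests of gene sets with the block also gave none (lowest fry adjusted p 0.421). No paired analysis was possible for depleted against control because each mouse has one treatment.

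The 3 interactions also gave 320, 592 and 460 genes by DESeq2, in the order MkP against HSC, CFU against HSC and CFU against MkP. With the authors' table they gave 0, 1 and 4, with at least 8 CPM 3, 1 and 1, and with thinned cells 1, 0 and 0. Without 1 mouse they gave 0 to 1, 0 to 1 and 0 to 3, and no setting except DESeq2 gave more than 4. The cause was not tested.

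Called gene sets numbered 1 by camera, 0 by exact permutation (lowest adjusted p 0.171) and 1 with the trends removed. Exact permutation can call a set only with 18 of the 30 at its lowest possible p, so its 0 says nothing about a set. Ribosomal genes in HSC kept -0.37 but lost the call by camera (adjusted p 0.104), and fell to -0.12 with the trends removed, where the adjusted p over alternatives was 0.00729 to 0.492. Interferon genes in MkP, at the same 0.59 in that test, kept the call by camera and with thinned cells at 0.35 (adjusted p 0.0410). Leaving out 1 mouse gave 2 to 4 called sets. Without control mouse 2 mitochondrially encoded genes were called in CFU and MkP (-0.44 and -0.51), without control mouse 4 the platelet set in CFU (-0.76), and without depleted mouse 4 G2/M genes in MkP (-0.49). The interferon difference stayed within 0.51 to 0.65 and the ribosomal one within -0.40 to -0.32.

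Pearson's r was 0.269 for HSC and MkP and 0.333 for CFU and MkP, lower than the rank correlation, except with thinned cells, and the labelled correlations were 0.275 to 0.346, 0.336 to 0.390 and 0.371 to 0.427 without 1 mouse. The passing share differed by 3.13 and 6.70 points in HSC and CFU with the lenient filter and by 7.47 and 7.78 without row H and column 12. Without 1 mouse it differed by 9.64 to 12.4 in HSC, 10.7 to 14.6 in CFU and 2.76 to 6.75 in MkP. Whichever mouse was left out, the call in HSC was lost (exact permutation, adjusted p 0.0571 to 0.0857). That in CFU was lost except without depleted mouse 3, where MkP was also called (adjusted p 0.0429 by exact permutation). The cause was not tested.

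Among single-cell shares, these changed sign: Vwf in CFU moved from 0.941 to -2.95 points at 100000 counts and to -14.6 without thinning, and Mki67 in CFU from 0.744 to -0.508 without thinning. Without 1 mouse Vwf ran from -10.2 to 1.91 in HSC and -0.804 to 3.33 in CFU, Itga2b from -4.51 to 4.99 in HSC, -1.83 to 0.529 in CFU and -1.86 to 0.401 in MkP, and Mki67 in CFU from -1.51 to 3.09. Without thinning others moved far with the same sign, Mki67 from -5.61 to -18.7 in HSC and -13.7 to -24.5 in MkP, and Itga2b from -0.677 to -7.77 in HSC and -0.552 to -8.16 in CFU. Pf4 in HSC went from -10.9 to -19.3 at 100000 counts. None passed the adjustment, which needs 7 of 12 tests at the lowest possible p and so says little.

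With no cell filter the barcoded share rose by 13.2 points in HSC and 13.4 in CFU, where it had been -0.187, and by 1.38 in MkP. The wells under the filter hold 1 barcoded cell of 264, so the passing share carries this change. Without 1 mouse the CFU value ran from -2.77 to 2.54. The Shannon difference ran from -0.347 to -0.0875 in HSC, -0.430 to -0.146 in CFU and -0.515 to -0.159 in MkP, and the share over 1 effective barcode from -35.9 to -8.80 points in HSC, -43.9 to -15.7 in CFU and -45.6 to -15.8 in MkP. That share in HSC was never called (lowest adjusted p 0.0857), and the others were called without control mouse 4 alone. The alternative of barcodes seen in at least 2 cells was not run. For the named genes under alternatives that keep all mice, treatment effects kept direction and call in 190 cases, changed sign uncalled in 6, gained a call in 6 and lost it in 2. Population differences kept both in 417 cases and lost the call in 5, and interactions kept both in 203, changed sign uncalled in 5 and lost the call in 8.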

Other observations

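Of the tests below, those of plate layout, of barcode reads in control mice 2 and 3, of trends on GC content and length removed, and of other splits of the mice for genes of depleted against control were chosen only after the result was seen.

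The number of genes at an unadjusted p under 0.05 exceeded all other splits of the mice by treatment: 1 of 35 splits gave as many in HSC, in CFU and in MkP, so chance can be excluded for these numbers. The count of called genes decides nothing in HSC and CFU, where edgeR called 0 (1467 and 1860 at an unadjusted p under 0.05) and so 35 of 35 splits gave as many. Another split of CFU called 64 genes. By DESeq2 the counts of 269 and 467 there were each reached by 1 of 35 splits. In MkP 1 of 35 splits gave as many called genes, and for sets 1 of 35 did. Between populations, in fits of the compared populations alone that called 6412, 12032 and 11169 genes, 1 of 40 drawn splits gave as many in each comparison. The correlations of effects between populations were each reached by 1 of 35 splits. Those of depleted against control (269 and 467 genes by DESeq2, for example) could come from the treatment or from the experiment.

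The interferon response genes of MkP remained called when trends on GC content and length were removed (fry adjusted p = 0.00114, with 9.27e-04 to 0.171 over the alternatives), which argues against such trends as the whole cause. Without the 5% of cells highest in these genes, the depleted mice were at 1002 to 1058 CPM and the control mice at 820 to 894, which argues against a few cells. An experiment batch cannot be told apart from the treatment, since 0 weeks held mice of both. A response to platelet depletion may be a candidate explanation, and so may the experiment.

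The fall of ribosomal protein genes in depleted HSC was no longer called when trends on GC content and length were removed (adjusted p = 0.492, with 0.00729 to 0.492 over the alternatives), so such trends are a candidate explanation. Genes matched on length and expression had a median of -0.11 against -0.36 for the ribosomal genes, and 0 of 10000 lists drawn from them were as low. Transcript length bias cannot be told apart from a change of the ribosomal genes, because the matched genes moved part of the way. Effects rose with transcript length at a rho of 0.159 in HSC, 0.00442 in CFU and 0.159 in MkP, and 10, 35 and 21 of 35 splits gave values as far from 0, so chance cannot be excluded for these trends.

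Wells fell under the filter more often in row H and column 12. Without them the difference in CFU was 7.78 points (exact permutation, adjusted p = 0.0857, with 0.0429 to 0.343 over the alternatives) against 12.7 with them. In HSC it was 7.47 points against 10.7, and in MkP 1.13 against 4.80. Plate layout cannot be told apart as the cause of the lower passing share in control mice, because part of the difference stayed. The part that stayed was smallest in MkP. Of 73 wells with over 10000 genes, 72 were in row H columns 1 to 3 of 96 such wells, and 0 were in the authors' table. Their median total was 3082000.0 against 1691200.0 in other passing wells, and no explanation was tested.

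Barcode diversity per cell differed between mice of a group. The gap between control mice 3 and 4 was 0.945 in all barcoded cells and 1.05 at 100 or more barcode reads, which argues against the number of reads for that gap. Control mice 3 and 2 had means of 0.946 and 0.339 in all barcoded cells, and at 100 or more reads their gap was 0.222, so the number of reads is a candidate explanation for part of it. Of 21 groups holding both kinds of cells, 13 had no more genes in cells of over 1 effective barcode and 8 had more. Wells of more than 1 cell would be expected to hold more genes in most groups. Only 8 of 21 did, which argues against more than 1 cell per well as the main cause in these groups. How many barcodes entered a stem cell before transplantation may be a candidate explanation, and it was not tested.

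Myeloid genes in the CFU sums came from few wells. In control mice 1 and 3 and depleted mice 2 and 4, 2, 4, 1 and 1 cells held at least 5 myeloid markers. These cells held 98.9% of the Mpo counts of CFU, so a few myeloid cells are a candidate source.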
